A study of Mus musculus with 24 samples. Its data were reported in "Targeted Transcriptomic Analysis of C57BL/6 and BALB/c Mice During Progressive Chronic Toxoplasma gondii Infection Reveals Changes in Host and Parasite Gene Expression Relating to Neuropathology and Resolution" (2021).

How the data were processed

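RNA from the brains of 24 female mice was counted on the NanoString nCounter neuroinflammation panel, which captures RNA with barcoded probe pairs and counts the barcodes without amplification or alignment. The 8 groups held 3 mice each, naïve C57BL/6 and BALB/c mice and infected mice of each strain with cysts of the Toxoplasma gondii strain ME49. Brains were taken 14, 28 or 56 days after infection (14dpi, 28dpi and 56dpi). Naïve mice received the carrier alone. Groups and replicate numbers were taken from the sample titles, and 0 samples were left without a group.

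The deposited values are normalised signal on a linear scale, made by the authors from digital counts in the vendor's software. Which of its steps for positive controls, housekeeping genes and background were applied to this table is not stated in the sources used here. The files were tested for this. In each sample, 99.4% to 100% of the values of 770 genes were whole multiples of 1 step within 0.0051 normalised counts, so that each sample held counts times 1 factor. The 6 positive and 8 negative control probes were whole numbers with no factor. In C57BL/6 the geometric mean of the 13 housekeeping genes was constant at 201. In BALB/c it was constant at 255 over 11 of them, without Asb10 and Supt7l. The strains were therefore normalised separately, and levels compared between strains carry that difference. Raw negative controls averaged 35.1 counts in C57BL/6 and 17.9 in BALB/c, and a batch for each strain cannot be excluded.

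The total of gene counts in a sample was its sum of values divided by its step, and this is the depth given for it. The step is the smallest difference a sample can show, and depth gives no counting interval for a normalised value. Background in each sample was the mean plus 2 SD of its negative controls, multiplied by the sample's step. Where no mouse of a group exceeded background, a fold change was given as a lower bound, the geometric mean of the brighter group over that of the dimmer group's background levels, and no fold was given where both groups were at background. Gene names were checked against the mouse assembly GRCm38.p6, used for names only. All 770 genes matched, 763 by symbol and 7 by synonym. The genome build is not given in the sources used here, and probe counts need none.

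Values were analysed as log2 of the value plus 1 with limma 3.58.1 in R 4.3.3, by linear models with empirical Bayes moderation and a trend of variance on mean signal. Genes with a mean log2 under 5 over the fitted samples were left out, which kept 741 genes in C57BL/6, 636 in BALB/c and 701 in both strains together. Infection against naïve and the steps between time points were fitted to the 12 samples of a strain. The strains at each time point, and the response difference, which is the change against naïve in BALB/c minus that in C57BL/6, were fitted to all 24 samples. All tests were two-sided. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 within its comparison. Errors of fold changes are the model's standard errors (SE) and errors of levels are SD over 3 mice. With 3 mice against 3, an exact permutation test of 1 gene cannot go below a p of 0.1, so each call rests on the model's shared estimate of spread.

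Gene lists were tested with limma's fry, a rotation test of a set, and summarised by the mean log2 change of the tested members. The lists were T cells (Cd3e, Cd6, Cd3g, Trat1, Cd3d), CD8 T cells (Cd8a, Cd8b1), macrophages (Cd68, Cd84) and study microglia (Gpr84, Lrrc25, Irf8, Ncf1, Tnf, Tlr2), all but Cd8b1 named in the study, with homeostatic microglia, disease-associated microglia, oligodendrocytes, astrocytes, neurons, endothelium and interferon response. The list of MHC class II genes was not tested, because 1 member, Cd74, was on the panel. The 11 lists were tested in 9 comparisons, and p-values were adjusted over all 99 tests. Lists of cell types in bulk tissue describe RNA, not cell numbers. Of the interferon list, Ifitm3, Zbp1, Gbp2 and Psmb8 are also discussed in the study, which found them on these mice.

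The genes named in the text were set by a rule. It took a list of study genes on the panel that was fixed before the data were examined (17 genes, of which 1 enters the counts and is not reported here by itself). The study's text discusses 13 of them, while C1qa, Casp1, Irf1 and Rnf8 are not in its text. It then took, for each strain and time point against naïve, the 3 called genes with the largest rise and the 3 with the largest fall whose groups did not overlap. It took the 3 called genes with the largest difference in each direction between strains at naïve and 56dpi and in each response difference, and the 2 in each direction for the steps between time points. Other genes were named after their values were seen and are described as such. The correlation of the strains' responses was taken across genes, which are not independent replicates, so no p-value was given. Overlaps of calls between time points share the naïve mice, so 50 sets of unchanged groups, naïve mice included, were simulated in each strain after the results were seen, because a first simulation with fixed naïve values carried no shared error.

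The model was tested on simulated data with 200 changed genes in 5 simulations per comparison. It recovered 82.6% of them for C57BL/6 14dpi against naïve over 741 genes, 95.3% for BALB/c 56dpi against naïve over 636, 89.5% for the naïve strains over 701 and 78.5% for the response difference at 56dpi over 701, with 3.12% to 4.12% false calls. With no gene changed it called a mean of 0 to 0.400 genes. Alternatives covered the scaling (1 housekeeping set for both strains, equal medians, quantiles), a pseudocount of 10, no filter and a filter at a mean log2 of 6, the Benjamini-Yekutieli adjustment, no trend, the methods' t-test, other samples in the fit, the replicate number as a block, and each replicate left out in turn. Added after seeing the data were a housekeeping set without Gusb, Asb10 and Supt7l, subtraction of background with a pseudocount of 20, and a floor at the highest background level of all samples, 103. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Other assays of the study were not analysed here.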

Results

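To follow gene expression in the brain over chronic infection in a susceptible and a resistant mouse strain, 770 genes were counted in 24 brains. C57BL/6 and BALB/c each had 3 naïve mice and 3 at each of 14, 28 and 56dpi. The total of gene counts per sample ranged from 172345 in C57BL/6 naïve replicate 1 to 495566 in C57BL/6 28dpi replicate 3, with a median of 334998. It averaged 337796 ± 79593 in C57BL/6 and 313001 ± 39002 in BALB/c (SD, n = 12). After the authors' normalisation, 1 count was worth 0.745 to 1.37 normalised counts. The background level differed between the strains by more than the spread between mice, at 67.4 ± 16.2 normalised counts in C57BL/6 and 29.9 ± 3.85 in BALB/c (SD, n = 12). It ranged from 50.5 to 103 in C57BL/6 and from 21.0 to 35.3 in BALB/c, without overlap. Between 437 and 710 genes exceeded background in a sample, 466 ± 30.7 in naïve C57BL/6 and 578 ± 8.19 in naïve BALB/c (SD, n = 3).

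**Figure D1:**
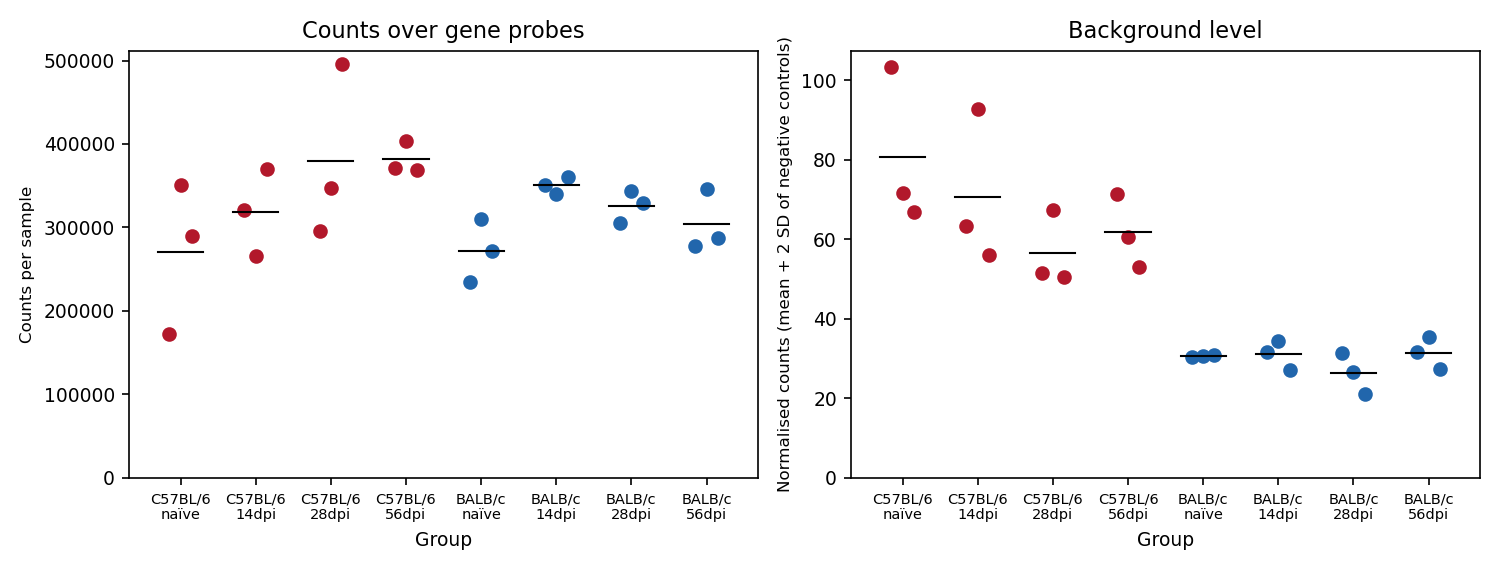
Total gene counts and background level (normalised counts) of each of the 24 samples, by strain and time point. C57BL/6 naïve replicate 1 has the lowest total, 172345, and every C57BL/6 sample has a higher background level than every BALB/c sample.

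Principal component analysis of log2 values over 701 genes placed 73.6% of the variance on the first component, which separated naïve from infected mice in both strains, and 17% on the second, on which every C57BL/6 sample lay above every BALB/c sample. The infected C57BL/6 groups followed each other along the first component from 14 to 56dpi. In BALB/c the 14dpi mice lay farthest from naïve, and the 28 and 56dpi mice lay together between them. The median SD of a gene between replicates was 0.225 log2 in naïve C57BL/6 and 0.0986 to 0.156 in the other groups (n = 3).

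To determine how infection changed expression in C57BL/6 mice, each time point was compared with naïve mice over 741 genes. At 14dpi limma called 214 genes, 200 upregulated and 14 downregulated. At 28dpi it called 306 genes, 256 upregulated and 50 downregulated, and at 56dpi 391 genes, 303 upregulated and 88 downregulated. Scaling to equal medians or quantiles moved these counts most, with equal medians to 516, 578 and 614, and turned the splits to 139 higher and 377 lower, 161 higher and 417 lower, and 180 higher and 434 lower. It shifted the median change of all genes by -0.48, -0.66 and -0.84 log2. Cd74 rose most at each time point, by 6.80 ± 0.23 log2 at 14dpi, 7.79 ± 0.23 at 28dpi and 8.64 ± 0.23 at 56dpi (± SE, n = 3 per group, adjusted p 8.64e-14, 1.05e-14 and 1.78e-15). Its normalised count was 102 ± 48.4 in naïve mice and 38496 ± 4479 at 56dpi (SD, n = 3). Ccl5 was under background in the naïve mice, and its rise was at least 23.3-fold, 59.1-fold and 101-fold (adjusted p 8.1e-13, 3.86e-14 and 6.87e-15). Gbp2 was among the largest rises at 14dpi, at 5.57 ± 0.15 log2 (adjusted p 5.92e-15), and reached 6.77 ± 0.15 at 56dpi. Lcn2, also under background in naïve mice, was among them at 28 and 56dpi, rising at least 20.0-fold and 61.1-fold (adjusted p 1.65e-10 and 4e-12).

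The largest falls in C57BL/6 were smaller. Fcrls fell to background in all 3 mice at 14 and 28dpi, at least 2.12-fold and 2.61-fold lower, and changed by -1.26 ± 0.24 log2 at 56dpi, where 1 of 3 mice exceeded background (adjusted p 0.000171, 5.36e-05 and 0.000254). Gpr34 changed by -0.78, -0.99 and -1.13 log2 (SE 0.19, adjusted p 0.00383, 0.000361 and 6.88e-05), with 2, 2 and 1 of 3 infected mice above background. S100b changed by -0.57 ± 0.13 at 14dpi, Bdnf by -0.80 ± 0.20 at 28dpi and Fa2h by -1.07 ± 0.18 at 56dpi (adjusted p 0.00181, 0.00279 and 4.75e-05). Of the 17 study genes on the fixed list, 15 were called at each time point, and 15 when adjusted over the list alone, which is not independent evidence because the list was drawn from the study of these mice. 11 of them other than Ccl5 and Cd74 rose by between 1.42 (Tgfb1) and 5.57 (Gbp2) at 14dpi and between 2.36 (Tgfb1) and 6.77 (Gbp2) at 56dpi, where Casp1 and Zbp1 were under background in naïve mice and had risen at least 5.35-fold and 13.2-fold. Slc17a6 changed by -0.31, -0.53 and -0.42 (SE 0.10, adjusted p 0.0263, 0.000352 and 0.00213), and at 14dpi it was not called without naïve replicate 2 or 3 or 14dpi replicate 1 or 2 (nearest 0, -0.27). Pttg1 was not called, with changes of 0.091, 0.016 and 0.20 (adjusted p 0.57, 0.916 and 0.0863). Rnf8 lay at background in all but 1 C57BL/6 mouse and no fold was given. The infected and naïve groups of all called genes the rule gave for C57BL/6 did not overlap, 18, 19 and 19 genes at 14, 28 and 56dpi. Chance gives this for 10% of genes, and the rule required it of those with the largest changes.

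The same question was asked of BALB/c mice over 636 genes. At 14dpi limma called 365 genes, 240 upregulated and 125 downregulated. At 28dpi it called 263 genes, 196 upregulated and 67 downregulated, and at 56dpi 261 genes, 183 upregulated and 78 downregulated. With equal medians the splits became 162 higher and 390 lower, 139 higher and 357 lower, and 129 higher and 371 lower, with the median change of all genes shifted by -0.54, -0.35 and -0.34 log2. Cd74 and Ccl5 were among the largest rises at each time point. Cd74 rose by 7.42, 7.28 and 7.21 log2 (SE 0.088, n = 3 per group, adjusted p 1.51e-25, 2.29e-25 and 2.84e-25), from 83.3 ± 13.5 to 14374 ± 403 normalised counts at 14dpi and 12402 ± 1318 at 56dpi (SD, n = 3). Ccl5 rose by 7.37, 5.48 and 4.99 (SE 0.14, adjusted p 4.49e-22, 1.34e-19 and 9.6e-19), with 1 of 3 naïve mice above background. Cxcl9 was among the largest rises at 14dpi (5.89 ± 0.16, adjusted p 5.66e-19), also with 1 naïve mouse above background, and Ly6a at 28dpi (5.21 ± 0.074, adjusted p 2.89e-24) and 56dpi (5.39 ± 0.074, adjusted p 1.39e-24). The largest falls at 14dpi were those of Gpr34 (-1.26 ± 0.14), Enpp6 (-0.99 ± 0.13) and Mfge8 (-0.81 ± 0.10), with adjusted p of 4.88e-08, 7.36e-07 and 2.5e-07. At 28dpi they were those of Bbc3 (-0.78 ± 0.21), Reln (-0.51 ± 0.10) and Cideb (-0.47 ± 0.18), with adjusted p of 0.00433, 0.000148 and 0.0387. Cideb was not called without 28dpi replicate 3 or any naïve mouse (nearest 0, -0.27). At 56dpi they were those of Cables1 (-0.50 ± 0.10), Bdnf (-0.45 ± 0.11) and Cntnap2 (-0.44 ± 0.087), with adjusted p of 0.000149, 0.00151 and 0.000238.

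Mpeg1 was at background in most BALB/c samples and was not among the genes tested in that strain, which left 16 of the study genes. Of these, 16, 14 and 13 were called at 14, 28 and 56dpi, and 16, 14 and 14 when adjusted over the list alone, with the same limit as in C57BL/6. 10 of them other than Ccl5 and Cd74 rose by between 1.25 (Tgfb1) and 5.62 (Psmb8) at 14dpi and between 0.53 (Tgfb1) and 4.84 (Psmb8) at 56dpi. Zbp1 was under background in naïve mice and rose at least 19.8-fold, 11-fold and 10.5-fold. Pttg1, near background in this strain, was called at 14dpi only (0.97 ± 0.19, adjusted p 0.000166). Slc17a6 was also called at 14dpi only (-0.27 ± 0.066, adjusted p 0.00148). Rnf8 was called at 14dpi (-0.22 ± 0.091, adjusted p 0.0463) and 28dpi (-0.29 ± 0.091, adjusted p 0.0129). The first of these calls was lost without any 1 of the 6 mice compared, with values from -0.25 to -0.16, and the second without 28dpi replicate 3 (-0.24). All 20, 18 and 17 called genes the rule gave for BALB/c at 14, 28 and 56dpi had groups that did not overlap, against 10% by chance and with the same requirement of the largest changes.

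**Figure D2:**
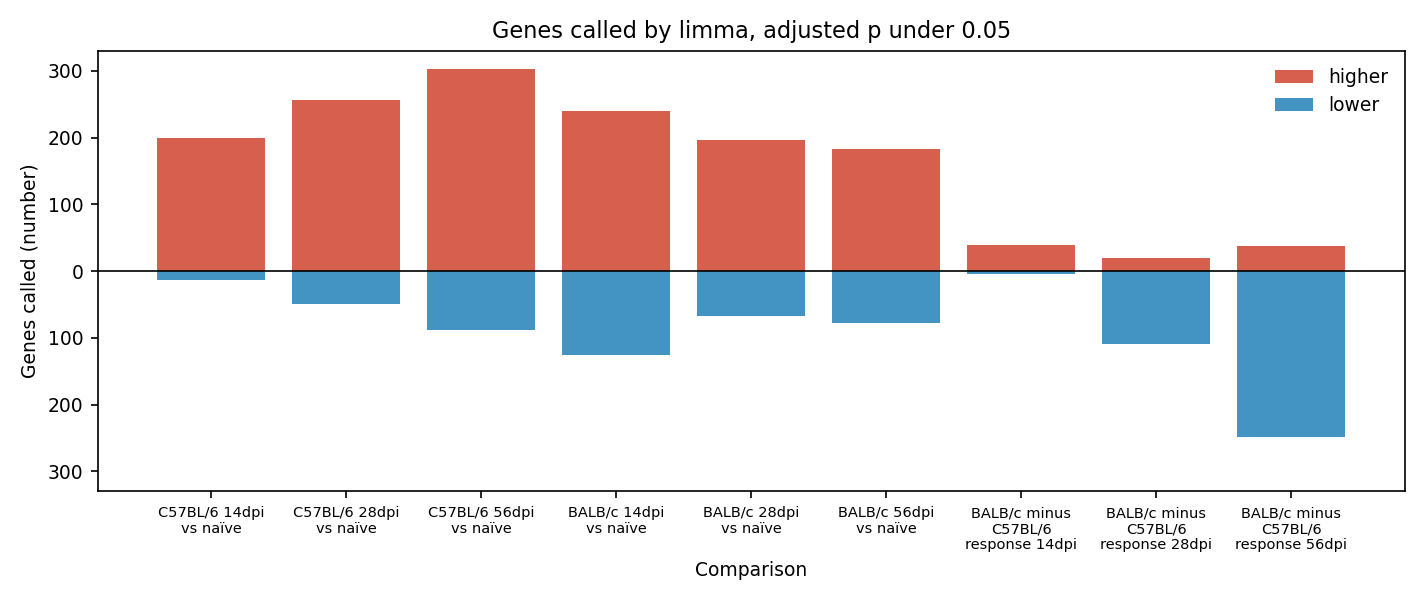
Number of genes called by limma in each comparison (bars above 0 higher, below 0 lower) against naïve in each strain and for the response difference, BALB/c minus C57BL/6. Calls in C57BL/6 go from 214 at 14dpi to 391 at 56dpi and in BALB/c from 365 to 261; with equal medians more genes are lower than higher at every time point in both strains, and more are higher than lower in the response difference at 56dpi.

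To ask which changes were shared between time points, calls against naïve were intersected. In C57BL/6, 204 of 405 genes called at any time point were called at all 3, 88 at 28 and 56dpi and 94 at 56dpi alone. In BALB/c, 223 of 386 were called at all 3 and 87 at 14dpi alone. No gene was called at all 3 in groups simulated without change, naïve mice included (a count of 0 in each strain). Across genes, the changes at 14 and 56dpi correlated at r = 0.951 in C57BL/6 and 0.965 in BALB/c, where the shared naïve mice alone gave a mean r of 0.493 and 0.508 (highest 0.571 and 0.603) in the simulation.

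Consecutive time points were then compared directly. In C57BL/6, 75 genes, 72 upregulated and 3 downregulated, were called from 14 to 28dpi, and 131 genes, 118 upregulated and 13 downregulated, from 28 to 56dpi. Single mice left out gave 15 to 77 and 46 to 126. The methods' t-test moved these counts most, to 0 and 1. Quantiles turned the splits to 56 higher and 39 lower and to 56 higher and 85 lower, with the median of all genes shifted by -0.17 and -0.17 log2. From 14 to 28dpi, C3 rose by 1.63 ± 0.19 and Lcn2 by 1.42 ± 0.35 log2 (adjusted p 9.29e-05 and 0.0191), while Arc changed by -1.46 ± 0.23 and Fos by -1.40 ± 0.34 (adjusted p 0.00211 and 0.0173). Arc and Fos also varied together between mice of the same group. Fos was not called without any 1 of the 14dpi mice or without 28dpi replicate 2 or 3, nearest 0 at -1.29. Lcn2 was not called without 14dpi replicate 1 or 2 or 28dpi replicate 2 or 3, nearest 0 at 1.13. From 28 to 56dpi, Lcn2 rose by 1.61 ± 0.35 and Apoe by 1.30 ± 0.20 (adjusted p 0.00526 and 0.000688). Camk4 changed by -0.68 ± 0.18 (adjusted p 0.0156), and was not called without 28dpi replicate 1 (-0.62) or 56dpi replicate 3 (-0.46). E2f1 was called but lay at background, with 1 of 6 mice above it, and no fold was given.

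In BALB/c, 202 genes, 38 upregulated and 164 downregulated, were called from 14 to 28dpi, a split that turned to 212 higher and 98 lower with equal medians, which shifted the median by 0.19 log2. Gzmb changed by -2.17 ± 0.19 and Lcn2 by -2.09 ± 0.16 (adjusted p 1.81e-08 and 1.18e-09), and Enpp6 and Gpr34 rose by 0.86 ± 0.13 and 0.82 ± 0.14 (adjusted p 2.62e-05 and 8.86e-05). From 28 to 56dpi limma called 0 genes, with 58 at an unadjusted p under 0.05, and the methods' t-test called 1. With 1 housekeeping set limma called 8, with the floor at background 4 and with the replicate number as a block 3. With single mice left out it called 0 or 1.

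To ask which cell types and pathways changed with infection, gene lists were tested with fry. The interferon response list rose most, by a mean of 3.50, 3.68 and 4.24 log2 in C57BL/6 (10 of 10 genes higher, adjusted p 3.82e-08, 2.94e-08 and 1.28e-08) and 3.81, 3.00 and 3.02 in BALB/c (10 of 10 genes, adjusted p 1.56e-09, 3.39e-09 and 3.39e-09) at 14, 28 and 56dpi. On average over the lists equal medians moved them most, and gave 3.02, 3.03 and 3.40 and 3.27, 2.65 and 2.68 for this one, which a floor at background lowered further in BALB/c, to 2.98, 2.14 and 2.13. In C57BL/6 the macrophage list (Cd68 and Cd84) rose by 1.59, 2.46 and 3.23 (adjusted p 9.96e-05, 6.56e-06 and 1.14e-06), study microglia by 1.30, 1.76 and 2.11 (0.000423, 5.63e-05 and 1.95e-05) and disease-associated microglia by 1.12, 1.59 and 2.17 (3.99e-05, 5.52e-06 and 8.02e-07). T cells rose by 0.86, 1.77 and 2.14 (0.0272, 0.000522 and 9.96e-05), with 4, 5 and 5 of 5 genes higher, and the first value was not called with equal medians (0.39) or without naïve replicate 2 or 3 or 14dpi replicate 1 or 2 (nearest 0, 0.65). CD8 T cells rose by 0.64, 1.38 and 1.83 (0.168, 0.0119 and 0.00211), not called at 14dpi except without naïve replicate 1 (1.08). Homeostatic microglia rose by 0.38, 0.48 and 0.55 (9.96e-05, 2.36e-05 and 1.35e-05), with 5 of 8 genes higher, and endothelium by 0.60, 0.69 and 0.76 (0.000416, 0.000174 and 8.75e-05). With equal medians the homeostatic list was lower at each time point (-0.10, -0.17 and -0.29) and endothelium at 56dpi (-0.075). Oligodendrocytes changed by -0.18, -0.23 and -0.26 (0.045, 0.0195 and 0.0272), calls lost without any 1 of 5, 2 and 2 of the mice compared (nearest 0, -0.14, -0.22 and -0.25) or with 3 housekeeping genes left out (-0.11, -0.16 and -0.16). Neurons changed by -0.24, -0.27 and -0.61 (0.127, 0.0811 and 0.00238), with 0 of 12 genes higher, and were called at 14 and 28dpi without naïve replicate 1 (-0.35 and -0.38) or with equal medians (-0.72 and -0.93). Astrocytes changed by 0.11, 0.066 and 0.41 (0.386, 0.648 and 0.0121), called at 56dpi except without naïve replicate 1 (0.31), and lower at each time point with equal medians (-0.37, -0.59 and -0.43).

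In BALB/c, T cells rose by 1.76, 1.17 and 1.05 (adjusted p 4.64e-07, 7.05e-06 and 1.06e-05), and the 1 CD8 T cell gene tested rose by 2.32, 1.76 and 1.20 (6.21e-06, 3.52e-05 and 0.000403). The macrophage list rose by 1.73, 1.09 and 1.22 (1.24e-06, 3.52e-05 and 1.95e-05), study microglia by 2.23, 1.55 and 1.47 (5.75e-08, 6.97e-07 and 8.02e-07), homeostatic microglia by 0.59, 0.65 and 0.68 (1.24e-06, 1.51e-06 and 1.3e-06) and disease-associated microglia by 1.40, 1.14 and 1.10 (8.07e-08, 3.69e-07 and 4.64e-07). With a floor at background, T cells (0.051 and 0) and macrophages (0.14 and 0.25) were not called at 28 and 56dpi, and the CD8 T cell gene was left out. Fewer members passed the filter than in C57BL/6 for study microglia (4 against 6), homeostatic microglia (7 against 8), disease-associated microglia (6 against 8), oligodendrocytes (11 against 12) and CD8 T cells (1 against 2), so these values are not means over the same genes in the 2 strains. Neurons changed by -0.35, -0.25 and -0.23 (0.000224, 0.00166 and 0.00265), with 0 of 12 genes higher. Oligodendrocytes changed by -0.15, 0.030 and -0.077 (0.131, 0.567 and 0.436), not called except at 14dpi without either of 2 mice. Endothelium rose by 0.42, 0.12 and 0.055 (1.95e-05, 0.0333 and 0.138), but fell with equal medians (-0.12, -0.22 and -0.29). Its call at 28dpi was lost without any 1 of 5 mice (nearest 0, 0.085). Astrocytes changed by -0.11, -0.084 and -0.091 (0.0322, 0.0762 and 0.0696). At 14dpi their median was 0.0095, with 3 of 5 genes higher. The call was lost without naïve replicate 2 or 3 or any 14dpi mouse (nearest 0, -0.072).

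**Figure D3:**
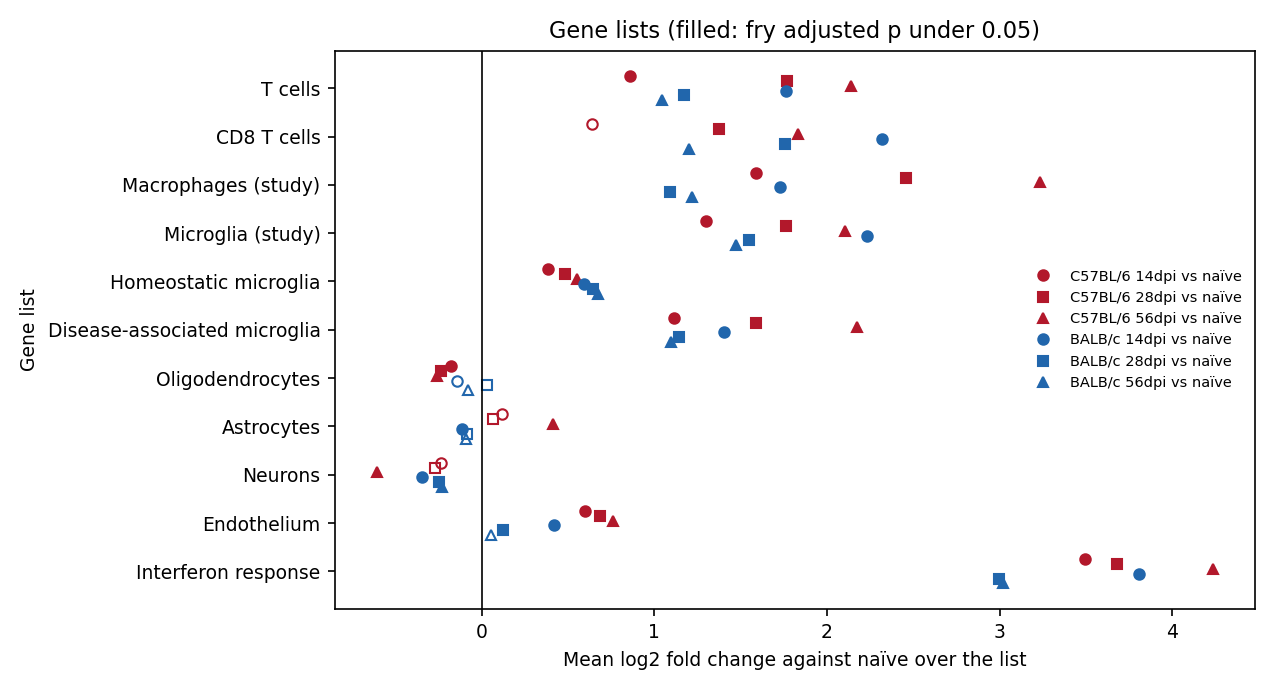
Mean log2 change of each gene list against naïve in each strain and time point with lists called by fry filled. The interferon response list rises by 3.50 to 4.24 in C57BL/6 and by 3.00 to 3.81 in BALB/c; homeostatic microglia and astrocytes in C57BL/6 and endothelium in BALB/c change sign when samples are scaled to equal medians.

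To ask how the strains differed before and after infection, they were compared at each time point over 701 genes. The strains were normalised separately, so levels are given as deposited and after rescaling to 1 housekeeping set. As deposited, limma called 380 genes between naïve mice, 121 higher and 259 lower in BALB/c, and 279 at 14dpi (105 higher and 174 lower), 465 at 28dpi (112 and 353) and 525 at 56dpi (121 and 404). Rescaled, the splits were 181 higher and 203 lower, 189 higher and 127 lower, 174 higher and 291 lower, and 159 higher and 370 lower, with the median of all genes shifted by 0.12, 0.13, 0.15 and 0.10 log2. The methods' t-test moved the naïve count most, to 109. Background subtraction moved the naïve split most, to 251 higher and 100 lower, and quantiles that at 56dpi, to 330 higher and 208 lower. In naïve mice Pttg1 differed by -4.27 ± 0.14 (-4.15 with 1 housekeeping set) log2, at 30.9 ± 2.23 in BALB/c and 616 ± 62.9 in C57BL/6 (SD, n = 3, adjusted p 1.49e-19), with 2 of 3 BALB/c mice above background. Mpeg1 and Trem1 were at background in BALB/c and at least 4.03-fold and 2.80-fold lower there (adjusted p 4.26e-18 and 2.79e-08). Rnf8 was at background in C57BL/6 and at least 2.28-fold higher in BALB/c (adjusted p 9.4e-13). Rps2 and Rpl28 were higher in BALB/c by 1.28 ± 0.10 and 1.17 ± 0.087 (1.40 and 1.29 with 1 housekeeping set, adjusted p 4.59e-11 and 2.18e-11). At 56dpi Mpeg1 was at least 112-fold lower in BALB/c, where it was at background (26.1 ± 3.94 against 3498 ± 335). Lcn2 differed by -5.31 ± 0.30 and Pttg1, with 1 of 3 BALB/c mice above background, by -4.43 ± 0.14 (-5.20 and -4.33 with 1 housekeeping set). Rnf8 was at least 2.61-fold higher in BALB/c, Smarcd1 by 1.39 ± 0.13 and Slc17a7 by 1.32 ± 0.11 (1.49 and 1.42 with 1 housekeeping set) (adjusted p from 3.11e-26 to 1.08e-10 over these 6 genes). The strains' groups did not overlap for any of these genes at either time point, which the rule required.

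Whether infection acted differently in the strains was tested by the response difference, BALB/c minus C57BL/6. Larger and smaller refer to this signed difference. It was called for 44 genes at 14dpi (39 higher and 5 lower in BALB/c), 129 at 28dpi (20 and 109) and 286 at 56dpi (38 and 248). The floor at background moved the first count most, to 21, and quantiles the others. With quantiles the counts were 32, 291 and 436 and the splits turned to 13 higher and 19 lower, 169 higher and 122 lower, and 274 higher and 162 lower. Equal medians gave 37 higher and 8 lower, 44 higher and 59 lower, and 220 higher and 134 lower, with the median shifted by -0.11, 0.25 and 0.47 log2. At 14dpi the response was larger in BALB/c for Ly6a (2.50 ± 0.14), Ltb (2.14 ± 0.22) and Gzma (2.05 ± 0.41) and smaller for Spint1 (-2.29 ± 0.30), Mpeg1 (-2.21 ± 0.19) and Slco2b1 (-0.67 ± 0.16), with adjusted p of 1.72e-13 to 0.00615. Ltb and Gzma were at background in naïve mice of both strains, Spint1 in all but the infected C57BL/6 mice, and Mpeg1 in naïve BALB/c mice. Of the study genes, 6 of 17 were called, and 8 when adjusted over the list alone. Besides Mpeg1, those called over all genes were Psmb8 (1.27 ± 0.17), Ccl5 (1.15 ± 0.31), Zbp1 (0.90 ± 0.17), Pttg1 (0.88 ± 0.20) and C4a (-0.45 ± 0.13), with adjusted p of 6.87e-06 to 0.0323. Zbp1 was under background in naïve mice of both strains and Ccl5 in naïve C57BL/6 mice, and Pttg1 was near it in BALB/c. Ccl5 and Zbp1 changed sign with quantiles (-0.070 and -0.079) and Pttg1 with a floor at background (-0.091). Ccl5 was not called without C57BL/6 naïve replicate 1 (0.86) or 4 other mice. C4a was not called without BALB/c naïve replicate 2 (-0.34) or 6 other mice.

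At 28dpi the response was smaller in BALB/c for Mpeg1 (-3.07 ± 0.19), Serpina3n (-2.39 ± 0.36) and Lcn2 (-2.36 ± 0.42) and larger for Ly6a (1.38 ± 0.14), Arc (1.21 ± 0.36) and Irf4 (1.16 ± 0.36), with adjusted p of 7.61e-13 to 0.0207. Mpeg1, Irf4 and Lcn2 were at background in naïve BALB/c mice, and Serpina3n and Lcn2 in naïve C57BL/6 mice. Ly6a changed sign with a floor at background (-0.23). Arc was not called without naïve replicate 2 of either strain or BALB/c 28dpi replicate 1 (nearest 0, 0.93). Irf4 was not called without C57BL/6 28dpi replicate 3 or BALB/c naïve or 28dpi replicate 3 (nearest 0, 1.01). Of the study genes, 12 were called (13 adjusted over the list alone), among them Mpeg1, C1qa, C4a, Casp1, Ccl5, Ctss, Gbp2, Ifitm3, Irf1 and Tgfb1 with smaller values in BALB/c and Slc17a6 (0.48 ± 0.12) with a smaller fall. The 9 smaller values after Mpeg1 lay between -2.08 (Ccl5) and -0.70 (Casp1). At 56dpi the response was smaller in BALB/c for Lcn2 (-4.70 ± 0.42), Serpina3n (-3.70 ± 0.36) and Mpeg1 (-3.63 ± 0.19) and larger for Siglecf (0.98 ± 0.39) and Pak1 (0.97 ± 0.21) and, from a smaller fall, for Camk4 (0.92 ± 0.21), with adjusted p of 1.13e-14 to 0.0484. Siglecf was at background in 3 of the 4 groups, and its call was lost without any 1 of 9 mice, to 0.59 without C57BL/6 naïve replicate 1. Of the study genes, 13 were called (15 adjusted over the list alone), all with smaller responses in BALB/c. Besides Mpeg1 they included C1qa, C4a, Casp1, Ccl5, Cd74, Ctss, Gbp2, Ifitm3, Irf1, Tgfb1 and Zbp1, with differences between -3.34 (Ccl5) and -1.07 (Zbp1). Ccl5 and Casp1 were under background in naïve C57BL/6 mice, Zbp1 in naïve mice of both strains and Mpeg1 in BALB/c at naïve and 56dpi. These differences have no measured naïve level behind them, and that of Mpeg1 no measured BALB/c response.

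**Figure D4:**
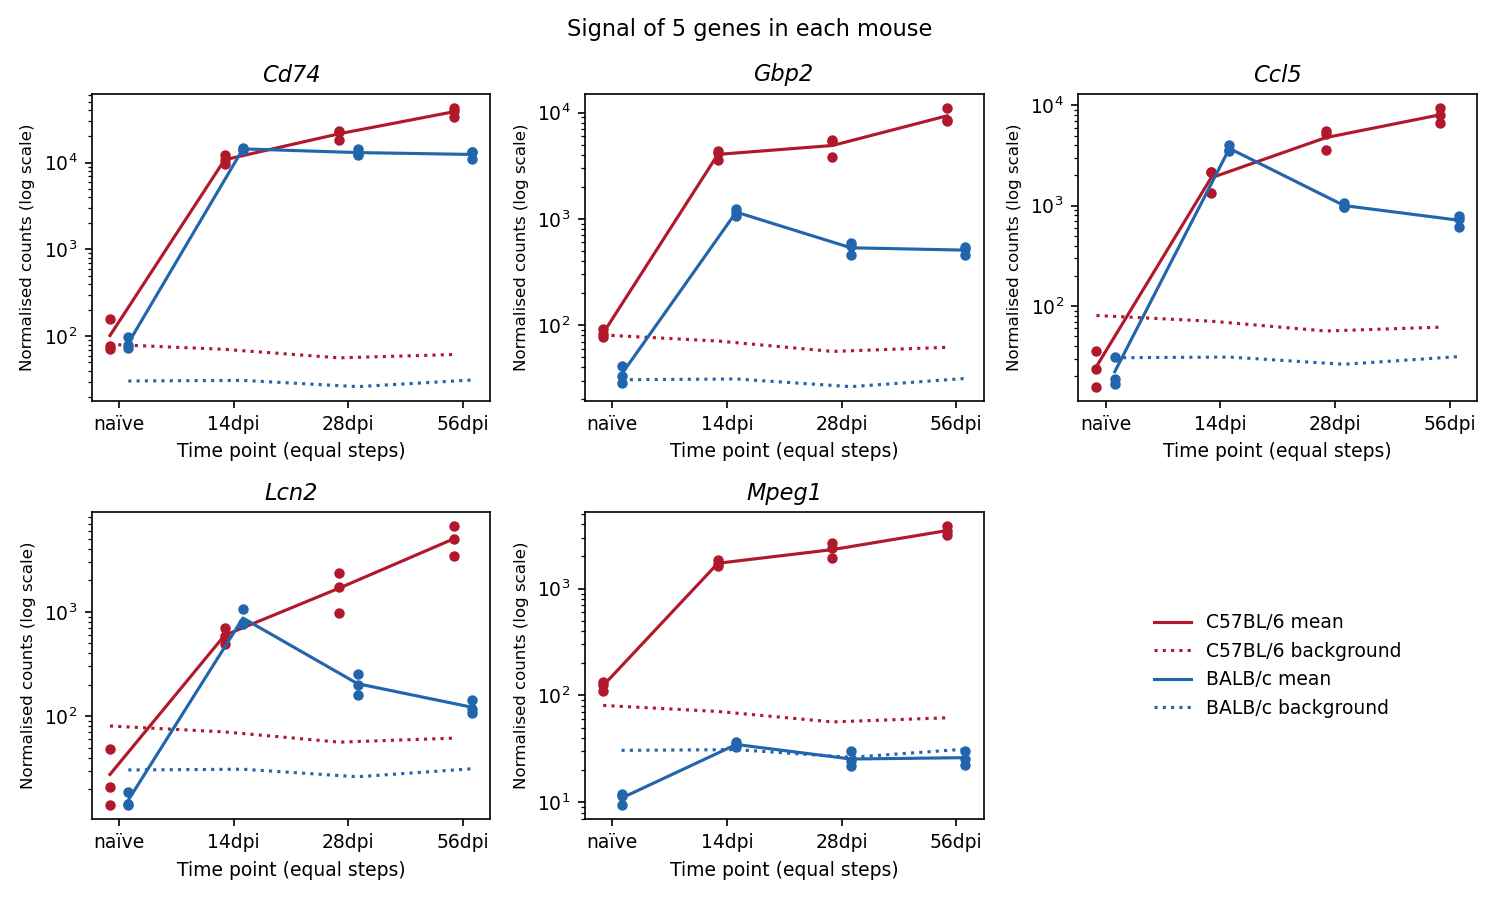
Normalised counts (log scale) of 5 genes in each mouse by time point, with group means (lines) and mean background level (dotted lines) of each strain. Mpeg1 stays near background in BALB/c (26.1 ± 3.94 at 56dpi) and reaches 3498 ± 335 in C57BL/6 (mean ± SD, n = 3).

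Among gene lists, the response at 14dpi was larger in BALB/c for T cells (0.90, adjusted p 0.0161), CD8 T cells (0.96, 0.0481) and study microglia (0.62, 0.0324), calls that quantile normalisation undid (0.43, 0.65 and 0.10). With a floor at background they were 0.15, 0 and -0.029, also not called, and study microglia was not called with background subtracted (0.18). CD8 T cells fell to 0.51 and study microglia to 0.37 without C57BL/6 naïve replicate 1, neither called. Not called at 14dpi were macrophages (0.14, 0.687), disease-associated microglia (0.26, 0.217), oligodendrocytes (0.022, 0.797), astrocytes (-0.23, 0.0949), neurons (-0.11, 0.416), endothelium (-0.18, 0.127), the interferon response (0.31, 0.092) and homeostatic microglia (-0.043, 0.744), whose median was 0.014. From 28 to 56dpi the interferon response went from -0.69 to -1.21 (adjusted p 0.000739 and 2.1e-06), macrophages from -1.37 to -2.01 (3.68e-05 and 7.29e-07), disease-associated microglia from -0.59 to -1.24 (0.00128 and 8.02e-07) and endothelium from -0.56 to -0.71 (0.000159 and 1.54e-05), at 56dpi not called with quantiles (-0.18). T cells went from -0.60 to -1.09 (0.0343 and 0.00168) and study microglia from -0.53 to -0.98 (0.0377 and 0.000823). Both calls at 28dpi were lost with equal medians (-0.35 and -0.28), with 3 housekeeping genes left out, without C57BL/6 naïve replicate 2 (-0.40 and -0.28), and without 6 other mice each. Called at 56dpi and not at 28dpi were CD8 T cells (-1.04, 0.0342), homeostatic microglia (-0.12, 0.0289), astrocytes (-0.50, 0.00166) and neurons, whose fall was smaller in BALB/c (0.38, 0.0281). The 28dpi values of these lists were -0.25, -0.063, -0.15 and 0.021, and the change from 28 to 56dpi was not tested. At 56dpi CD8 T cells (-0.57) and astrocytes (-0.038) were not called with equal medians, and astrocytes turned to 0.15 with quantiles. The homeostatic list turned to 0.34 with equal medians, and its call was lost without BALB/c 56dpi replicate 3 (-0.046) or 3 other mice. CD8 T cells and neurons at 56dpi were not called without C57BL/6 naïve replicate 2 (-0.63 and 0.29) and without 6 and 3 other mice. Oligodendrocytes, lower in C57BL/6, were called at 28dpi (0.27, 0.0203), except without BALB/c naïve replicate 1 (0.22) or with background subtracted (0.23), and not at 56dpi (0.14, 0.288), where equal medians (0.61), quantiles (0.80) and the floor (0.15) called them.

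The strains' responses correlated across 636 genes, with Pearson's r of 0.949, 0.937 and 0.908 and Spearman's rho of 0.867, 0.819 and 0.831 at 14, 28 and 56dpi. Genes are not independent replicates, and each strain had its own naïve mice. The slope of the BALB/c response on that of C57BL/6 was 1.14, 0.717 and 0.561. In both strains 192, 206 and 231 genes were called, and 192, 206 and 229 of these in the same direction. The floor at background lowered Pearson's r most, to 0.842 at 56dpi, and quantiles lowered Spearman's rho most, to 0.739.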

Values the study reported

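The study described fold changes of up to 7-fold at 14dpi in C57BL/6 mice, naming CCL5 and CD74, of up to 8-fold at 28dpi and of up to 10-fold at 56dpi.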

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

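The exchange of strain labels, the permutation of residuals, and the tests of background, housekeeping genes, overall scale and the sample of low depth on the response difference at 56dpi, were chosen after the results were seen. The counts of splits of naïve and infected mice and the test of scale on the interferon list in BALB/c were chosen earlier. Each result here is a difference tested by the interaction term or by a contrast of time points. Values of lists and genes are log2 differences.

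The response differed between strains for 44, 129 and 286 genes at 14, 28 and 56dpi. Of 100 drawn splits of naïve and infected mice within strains, 9, 18 and 8 called as many genes, the real split included. In each but the real one, infected mice were parted unevenly between the strains, 7, 9 and 3 times to opposite sides, so that the infection effect itself enters the difference. Of 45, 41 and 39 even splits, counted after this was seen, only the real one called as many (1 each). Of 100 drawn splits of strain labels within naïve mice and within the time point, 9, 13 and 7 called as many. The strain effect enters these in the same way, so neither count of splits decides whether chance gave the calls. When the residuals of a model without the response difference were permuted over the 12 mice of its 4 groups, 2, 1 and 1 of 100 called as many, the real order included, and the largest other counts were 63, 37 and 254. This argues against chance spread between mice as the whole cause, as far as the groups have an equal spread, which naïve C57BL/6 mice did not share. Another draw gives other counts.

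Between time points, 75 genes in C57BL/6 and 202 in BALB/c were called from 14 to 28dpi, and 131 in C57BL/6 from 28 to 56dpi. Each was reached by 1 of 10 splits of the 6 samples, the real one, and 10 splits alone cannot exclude chance, whatever the data. The same holds for each strain and time point against naïve and for the strains at each time point, also 1 of 10. From 28 to 56dpi in BALB/c limma called 0 genes (58 at an unadjusted p under 0.05, 1 by the methods' t-test), a count that every split reaches (10 of 10). In BALB/c the interferon list changed by -0.81 from 14 to 28dpi with 0 of 10 genes higher. Its value nearest 0 under equal medians and quantiles was -0.62, still called, which argues against overall scale as the whole cause. An interferon response that wanes in BALB/c after 14dpi is a hypothesis that was found and tested on the same mice, and the course of infection in the strain stays untested.

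At 56dpi 248 of the 286 genes had a smaller response in BALB/c. The share was 90.8% with background subtracted, 89.1% without Gusb, Asb10 and Supt7l among the housekeeping genes and 81.3% without C57BL/6 naïve replicate 1, which argues against background, these housekeeping genes and the low depth of that sample as the whole cause. With equal medians it was 37.9%. The overall scale of the samples and a true rise of many panel genes in C57BL/6 cannot be told apart by this share, because equal medians remove both. The interferon, macrophage and disease-associated microglia lists were called lower under equal medians, quantiles, background subtraction and the floor at background, with a value nearest 0 of -0.74 under the first 2 and of -1.16 under the others. For these lists the values argue against scale and background as the whole cause. A response that is smaller in BALB/c late in infection may lie behind them, and how parasites and cells differed between the strains stays untested.

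The lists with a larger response in BALB/c at 14dpi were T cells (0.90), CD8 T cells (0.96) and study microglia (0.62). None of the 3 was called with quantiles (0.43, 0.65 and 0.10) or with the floor at background (0.15, 0 and -0.029), and study microglia was not called with background subtracted (0.18). Scale and background stay open for them beside the strain. At 28dpi the lists with a smaller response were T cells (-0.60), macrophages (-1.37), study microglia (-0.53), disease-associated microglia (-0.59), endothelium (-0.56) and interferon response (-0.69), and oligodendrocytes (0.27) differed upwards, from a fall in C57BL/6. At 56dpi the response was smaller for T cells (-1.09), CD8 T cells (-1.04), macrophages (-2.01), study microglia (-0.98), homeostatic microglia (-0.12), disease-associated microglia (-1.24), astrocytes (-0.50), endothelium (-0.71) and interferon response (-1.21) and larger, from a smaller fall, for neurons (0.38). Equal medians undid the calls of T cells (-0.35) and study microglia (-0.28) at 28dpi and of CD8 T cells (-0.57) and astrocytes (-0.038) at 56dpi, quantiles that of endothelium at 56dpi (-0.18), and background subtraction that of oligodendrocytes (0.23). Homeostatic microglia turned to 0.18 at 28dpi and 0.34 at 56dpi with equal medians, and astrocytes to 0.15 at 56dpi with quantiles. Lists other than the 3 tested above were not weighed against background and scale by tests of their own. A different mix of cells in the brain, which the study profiled from expression, was not tested here.

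Genes with a different response at 14dpi included Ly6a (2.50), Ltb (2.14), Gzma (2.05), Psmb8 (1.27), Ccl5 (1.15), Zbp1 (0.90) and Pttg1 (0.88), with larger values in BALB/c, and Spint1 (-2.29), Mpeg1 (-2.21), Slco2b1 (-0.67) and C4a (-0.45), with smaller ones. Naïve levels under background keep the size of the difference open for Ltb, Gzma, Zbp1, Ccl5, Spint1 and Mpeg1, and at the later time points also for Lcn2, Serpina3n, Irf4, Casp1 and Siglecf. At 56dpi Mpeg1 had no measured BALB/c response. At 28dpi they included Ly6a (1.38), Arc (1.21), Irf4 (1.16) and Slc17a6 (0.48), larger in BALB/c (Slc17a6 by a smaller fall), and Mpeg1 (-3.07), Serpina3n (-2.39), Lcn2 (-2.36), Ccl5 (-2.08), Gbp2 (-1.91), Ctss (-1.28), Ifitm3 (-1.20), C4a (-1.19), Tgfb1 (-1.11), Irf1 (-1.08), C1qa (-1.0) and Casp1 (-0.70), smaller. At 56dpi they included Siglecf (0.98), Pak1 (0.97) and Camk4 (0.92), larger (Camk4 by a smaller fall), and Lcn2 (-4.70), Serpina3n (-3.70), Mpeg1 (-3.63), Ccl5 (-3.34), Gbp2 (-2.92), Ctss (-2.16), Tgfb1 (-1.84), Ifitm3 (-1.83), C1qa (-1.82), Irf1 (-1.81), Cd74 (-1.43), C4a (-1.34), Casp1 (-1.11) and Zbp1 (-1.07), smaller. Of these genes, Ccl5 (-0.070) and Zbp1 (-0.079) at 14dpi changed sign with quantiles and Pttg1 at 14dpi (-0.091) and Ly6a at 28dpi (-0.23) with the floor at background, which leaves scale and background open as technical causes of these 4. The other genes had no test of their own, and the strain stays open as an untested explanation.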

How the results depend on the processing

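The main settings and the alternatives of scaling, pseudocount, filter, adjustment, variance model, samples in the fit, replicate block and single replicates left out were chosen before the data were examined. The scaling without 3 housekeeping genes, background subtraction and the background floor were added after seeing the data. The count models planned for raw counts were not run, because the values are not counts. The methods' t-test was run for comparisons of 2 groups, not for the response difference. Values of lists and genes are on the log2 scale. Under the floor no CD8 T cell gene was kept in BALB/c, and a list is 0 where all its members lay at the floor.

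Of 3828 values of named genes under alternatives, 3694 kept their direction and their side of the threshold, 130 lost the call with the same direction, and 4 changed sign. All 4 were in the response difference. Under quantiles, Ccl5 at 14dpi became -0.070 and Zbp1 -0.079. With the floor, Pttg1 at 14dpi became -0.091 and Ly6a at 28dpi -0.23. The naïve means of Zbp1 in both strains and of Ccl5 in C57BL/6 lay under background, and Pttg1 in BALB/c lay near it. The cause of the sign changes was not tested.

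Scaling each sample to an equal median raised calls against naïve to 516, 578 and 614 in C57BL/6 and 552, 496 and 500 in BALB/c at 14, 28 and 56dpi. The step from 14 to 28dpi gave 39 calls in C57BL/6 and 310 in BALB/c, and the step from 28 to 56dpi gave 59 in C57BL/6. The genes called at all 3 time points rose to 482 in C57BL/6 and 457 in BALB/c. The median of all genes moved by -0.48, -0.66 and -0.84 in C57BL/6 and by -0.54, -0.35 and -0.34 in BALB/c. By construction this scaling turns a rise shared by most genes into a fall of the others. On a panel chosen for inflammation genes, equal medians are an assumption. In C57BL/6 the splits of calls against naïve became 139 higher and 377 lower, 161 higher and 417 lower and 180 higher and 434 lower. In BALB/c they became 162 higher and 390 lower, 139 higher and 357 lower and 129 higher and 371 lower, and for 28dpi against 14dpi 212 higher and 98 lower. The step from 14 to 28dpi in C57BL/6 gave 32 higher and 7 lower, and that from 28 to 56dpi 41 higher and 18 lower, with medians moved by -0.18 and -0.18. The median moved by 0.19 for the step from 14 to 28dpi in BALB/c.

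Under equal medians, homeostatic microglia (-0.10) and astrocytes (-0.37) at 14dpi, homeostatic microglia (-0.17) and astrocytes (-0.59) at 28dpi, and homeostatic microglia (-0.29), astrocytes (-0.43) and endothelium (-0.075) at 56dpi changed sign in C57BL/6. Endothelium (-0.12) at 14dpi, oligodendrocytes (-0.32) and endothelium (-0.22) at 28dpi, and endothelium (-0.29) at 56dpi changed sign in BALB/c. Oligodendrocytes (-0.090) at 14dpi, CD8 T cells (0.0062), homeostatic microglia (0.18) and astrocytes (0.10) at 28dpi, and homeostatic microglia (0.34) at 56dpi changed sign in the response difference. T cells (0.39) and endothelium (0.12) at 14dpi and CD8 T cells (0.74) and endothelium (0.031) at 28dpi lost their calls in C57BL/6. CD8 T cells (0.86) at 14dpi, T cells (-0.35) and study microglia (-0.28) at 28dpi, and CD8 T cells (-0.57) and astrocytes (-0.038) at 56dpi lost their calls in the response difference. Neurons (-0.72) at 14dpi and neurons (-0.93) at 28dpi gained calls in C57BL/6. Oligodendrocytes (-0.68) at 14dpi, astrocytes (-0.43) at 28dpi, and oligodendrocytes (-0.42) and astrocytes (-0.44) at 56dpi gained calls in BALB/c. Astrocytes (-0.34) and endothelium (-0.29) at 14dpi and oligodendrocytes (0.61) at 56dpi gained calls in the response difference. In the lists described as losing or gaining a call, here and under the other alternatives, the direction stayed the same, or the value was 0 (2 lists under the floor). The cause was not tested further.

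Quantile normalisation raised calls against naïve to 517, 578 and 598 in C57BL/6, to 475 and 452 in BALB/c at 28 and 56dpi, and those of the response difference to 291 and 436 at the same time points. Genes called at all 3 time points rose to 480 in C57BL/6 and 404 in BALB/c, and genes called at 2 time points in BALB/c to 89. The correlation of the strains' responses moved to 0.923 (Pearson) and 0.761 (Spearman) at 28dpi and to 0.886 and 0.739 at 56dpi. The median of all genes moved by -0.40, -0.57 and -0.72 in C57BL/6 and by -0.49, -0.30 and -0.28 in BALB/c. Splits against naïve became 154 higher and 363 lower, 179 higher and 399 lower and 196 higher and 402 lower in C57BL/6 and 153 higher and 389 lower, 132 higher and 343 lower and 133 higher and 319 lower in BALB/c. For the steps between time points the splits were 56 higher and 39 lower (C57BL/6, 14 to 28dpi), 56 higher and 85 lower (C57BL/6, 28 to 56dpi) and 129 higher and 101 lower (BALB/c, 14 to 28dpi), with medians moved by -0.17, -0.17 and 0.18. Under quantiles, homeostatic microglia (-0.10) and astrocytes (-0.26) at 14dpi, homeostatic microglia (-0.13) and astrocytes (-0.43) at 28dpi, and homeostatic microglia (-0.22), astrocytes (-0.34) and endothelium (-0.051) at 56dpi changed sign in C57BL/6. Endothelium (-0.16) at 14dpi, oligodendrocytes (-0.20) and endothelium (-0.26) at 28dpi, and endothelium (-0.28) at 56dpi changed sign in BALB/c. Macrophages (-0.51), homeostatic microglia (0.052) and interferon response (-0.26) at 14dpi, homeostatic microglia (0.27) and astrocytes (0.21) at 28dpi, and homeostatic microglia (0.42) and astrocytes (0.15) at 56dpi changed sign in the response difference. Endothelium (0.14) at 14dpi and endothelium (0.053) at 28dpi lost their calls in C57BL/6. T cells (0.43), CD8 T cells (0.65) and study microglia (0.10) at 14dpi and endothelium (-0.18) at 56dpi lost their calls in the response difference. Neurons (-0.54) at 14dpi and neurons (-0.67) at 28dpi gained calls in C57BL/6. Oligodendrocytes (-0.51) at 14dpi, astrocytes (-0.23) at 28dpi, and oligodendrocytes (-0.27) and astrocytes (-0.21) at 56dpi gained calls in BALB/c. Endothelium (-0.27) at 14dpi, neurons (0.30) at 28dpi, and oligodendrocytes (0.80) at 56dpi gained calls in the response difference. The cause was not tested.

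The comparison of strains depended on the scaling of each strain. With 1 housekeeping set for both strains, the splits at naïve, 14, 28 and 56dpi became 181 higher and 203 lower, 189 higher and 127 lower, 174 higher and 291 lower and 159 higher and 370 lower, with the median of all genes moved by 0.12, 0.13, 0.15 and 0.10. With background subtracted they became 251 higher and 100 lower, 181 higher and 104 lower, 152 higher and 252 lower and 144 higher and 339 lower, with the median moved by 0.32, 0.16, 0.15 and 0.11. With equal medians they became 216 higher and 186 lower, 138 higher and 148 lower, 277 higher and 202 lower and 309 higher and 238 lower, moved by 0.19, 0.078, 0.44 and 0.65, and with quantiles 183 higher and 154 lower, 150 higher and 132 lower, 269 higher and 175 lower and 330 higher and 208 lower, moved by 0.22, 0.082, 0.46 and 0.70. With the floor they became 107 higher and 66 lower, 104 higher and 96 lower, 109 higher and 221 lower and 111 higher and 301 lower. The splits of the response difference at 14, 28 and 56dpi became 37 higher and 8 lower, 44 higher and 59 lower and 220 higher and 134 lower with equal medians, which moved the median by -0.11, 0.25 and 0.47. They became 13 higher and 19 lower, 169 higher and 122 lower and 274 higher and 162 lower with quantiles, moved by -0.026, 0.25 and 0.44, and 15 higher and 15 lower, 20 higher and 197 lower and 32 higher and 315 lower with background subtracted, moved by -0.091, -0.091 and -0.14. With the floor they became 13 higher and 8 lower, 24 higher and 174 lower and 39 higher and 261 lower.

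With background subtracted, the response difference at 28dpi called 217 genes, and 56dpi against 28dpi in BALB/c called 1. The correlation of responses became 0.922 at 28dpi and 0.891 at 56dpi (Pearson). In C57BL/6 the median of all genes moved by 0.13 and 0.15 at 28 and 56dpi. Among gene lists, macrophages (-0.46), oligodendrocytes (-0.018) and interferon response (-0.087) at 14dpi changed sign in the response difference. Oligodendrocytes (-0.15) at 14dpi, oligodendrocytes (-0.17) at 28dpi, and oligodendrocytes (-0.19) at 56dpi lost their calls in C57BL/6. Study microglia (0.18) at 14dpi and oligodendrocytes (0.23) at 28dpi lost their calls in the response difference. Endothelium (-0.39) at 14dpi and homeostatic microglia (-0.10) at 28dpi gained calls in the response difference. With the floor at the highest background level, fewer genes were tested, 560 in C57BL/6, 454 in BALB/c and 568 in both. Calls became 158 and 165 in BALB/c at 28 and 56dpi against naïve, split 98 higher and 60 lower and 92 higher and 73 lower. They became 203 for 56dpi against 28dpi in C57BL/6 and 4 in BALB/c. The strains at naïve gave 173, and the response difference 21 and 198 at 14 and 28dpi. The genes called at all 3 time points in BALB/c fell to 131. The correlations of responses became 0.891 (Pearson) and 0.780 (Spearman) at 28dpi and 0.842 (Pearson) at 56dpi. Under the floor, study microglia (-0.029), homeostatic microglia (0.087), disease-associated microglia (-0.0097) and interferon response (-0.32) at 14dpi changed sign in the response difference. T cells (0.10) at 14dpi and CD8 T cells (0.081) at 28dpi lost their calls in C57BL/6. T cells (0.051), macrophages (0.14) and endothelium (0.14) at 28dpi and T cells (0) and macrophages (0.25) at 56dpi lost their calls in BALB/c. T cells (0.15) and CD8 T cells (0) at 14dpi lost their calls in the response difference. Endothelium (-0.22) at 14dpi and oligodendrocytes (0.15) at 56dpi gained calls in the response difference. A floor sets genes under background equal by construction, so it shrinks lists that hold them. Other causes were not tested. The higher background in C57BL/6 limits what can be read from genes of low signal in that strain.

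The housekeeping set without Gusb, Asb10 and Supt7l moved these gene lists. Oligodendrocytes (-0.11) at 14dpi, oligodendrocytes (-0.16) at 28dpi, and oligodendrocytes (-0.16) at 56dpi lost their calls in C57BL/6. Astrocytes (-0.020) at 14dpi lost the call in BALB/c. CD8 T cells (0.98) at 14dpi and T cells (-0.61) and study microglia (-0.54) at 28dpi lost their calls in the response difference. Endothelium (0.10) at 56dpi gained a call in BALB/c. The median of all genes moved by 0.10 in C57BL/6 at 56dpi. The BALB/c splits at 14 and 28dpi against naïve became 277 higher and 75 lower and 212 higher and 35 lower. With the 13-gene set in both strains, 56dpi against 28dpi in BALB/c called 8 genes. Astrocytes (-0.11) at 56dpi gained a call in BALB/c. The cause of these changes was not tested.

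The stricter Benjamini-Yekutieli adjustment lowered counts by construction, to 15 and 48 for the steps between time points in C57BL/6, 121 for 28dpi against 14dpi in BALB/c, 183 for the strains at 14dpi, and 22 and 70 for the response difference at 14 and 28dpi. The methods' t-test, which shares no spread between genes, gave 128, 200 and 269 calls against naïve in C57BL/6 and 325, 190 and 180 in BALB/c after Benjamini-Hochberg adjustment. It gave 0 and 1 for the steps in C57BL/6, with 176 and 214 at an unadjusted p under 0.05. In BALB/c it gave 139 and 1, and for the strains at naïve 109. Without the trend of spread on signal, 28dpi against 14dpi in C57BL/6 called 36. With a fit to all 24 samples, the steps in C57BL/6 called 119 and 200. With only the groups compared, the response difference at 14dpi called 25. For 56dpi against 28dpi in BALB/c, a pseudocount of 10 called 2 genes and no filter 2. Without the filter the correlations of responses were 0.917 and 0.767 at 28dpi and 0.884 and 0.755 at 56dpi (Pearson, then Spearman). With the filter at a mean log2 of 6 they were 0.949 and 0.924 (Pearson). The filters change which genes of low signal enter. The cause of the other changes was not tested.

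The replicate numbers did not pair the mice. Deviations from group means correlated at a median of 0.0104 between same-numbered samples in C57BL/6 and 0.0268 in BALB/c, and 8 of 18 and 3 of 18 pairs exceeded 0.1. With the replicate number as a block, 56dpi against 28dpi in BALB/c called 3 genes. Under the block, T cells (0.86) at 14dpi lost the call in C57BL/6. Endothelium (0.12) at 28dpi lost the call in BALB/c. CD8 T cells (0.96) and study microglia (0.62) at 14dpi and study microglia (-0.53) at 28dpi lost their calls in the response difference. 1 of 181 named gene values lost its call, and no other count of calls moved by over 1.5 times.

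Leaving out each replicate in turn moved 3 of 17 counts of calls by over 1.5 times. In C57BL/6, calls for 28dpi against 14dpi ranged from 15 to 77, with 14dpi replicate 1, 2 or 3 (28, 30, 26) or 28dpi replicate 2 or 3 (17, 15) moving it. Calls for 56dpi against 28dpi ranged from 46 to 126, moved by 28dpi replicate 1 or 3 (46, 86) or 56dpi replicate 2 or 3 (79, 56). In BALB/c the calls for 56dpi against 28dpi ranged from 0 to 1, with 28dpi replicate 1 or 3 (1, 1) or 56dpi replicate 3 (1). Other counts moved by less.

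Of 99 list results, 32 changed a call or sign when 1 replicate was left out. Parentheses after a list give the range over replicates left out, and after a replicate the value without it. In C57BL/6, T cells at 14dpi (0.65 to 1.18) lost the call without naïve replicate 2 or 3 (0.65, 0.74) or 14dpi replicate 1 or 2 (0.85, 0.75). CD8 T cells at 14dpi (0.22 to 1.08) gained a call without naïve replicate 1 (1.08). Oligodendrocytes at 14dpi (-0.25 to -0.14) lost the call without naïve replicate 1, 2 or 3 (-0.18, -0.19, -0.17) or 14dpi replicate 1 or 3 (-0.15, -0.14). Neurons at 14dpi (-0.35 to -0.15) gained a call without naïve replicate 1 (-0.35). Oligodendrocytes at 28dpi (-0.26 to -0.22) lost the call without naïve replicate 3 (-0.23) or 28dpi replicate 3 (-0.22). Astrocytes at 28dpi (-0.042 to 0.15) changed sign without naïve replicate 1 (-0.042). Neurons at 28dpi (-0.38 to -0.18) gained a call without naïve replicate 1 (-0.38). Oligodendrocytes at 56dpi (-0.29 to -0.19) lost the call without naïve replicate 2 or 3 (-0.27, -0.25). Astrocytes at 56dpi (0.31 to 0.48) lost the call without naïve replicate 1 (0.31). The cause was not tested.

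In BALB/c, oligodendrocytes at 14dpi (-0.21 to -0.10) gained a call without naïve replicate 1 (-0.20) or 14dpi replicate 3 (-0.21). Astrocytes at 14dpi (-0.15 to -0.072) lost the call without naïve replicate 2 or 3 (-0.072, -0.12) or 14dpi replicate 1, 2 or 3 (-0.11, -0.12, -0.11). Oligodendrocytes at 28dpi (-0.024 to 0.073) changed sign without naïve replicate 1 (-0.024) or 28dpi replicate 1 (-0.0032). Astrocytes at 28dpi (-0.12 to -0.042) gained a call without naïve replicate 1 (-0.12). Endothelium at 28dpi (0.085 to 0.16) lost the call without naïve replicate 1, 2 or 3 (0.13, 0.12, 0.11) or 28dpi replicate 1 or 3 (0.085, 0.12). Astrocytes at 56dpi (-0.13 to -0.049) gained a call without naïve replicate 1 (-0.13). The cause was not tested.

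In the response difference, CD8 T cells at 14dpi (0.51 to 1.37) lost the call without C57BL/6 naïve replicate 1 or 3 (0.51, 0.99) or C57BL/6 14dpi replicate 1, 2 or 3 (0.96, 1.00, 0.92) or BALB/c naïve replicate 1 or 2 (0.89, 0.94) or BALB/c 14dpi replicate 1 or 3 (0.82, 0.97). Study microglia at 14dpi (0.37 to 0.87) lost the call without C57BL/6 naïve replicate 1 (0.37) or C57BL/6 14dpi replicate 3 (0.54) or BALB/c naïve replicate 2 (0.55) or BALB/c 14dpi replicate 2 (0.57). Homeostatic microglia at 14dpi (-0.10 to 0.021) changed sign without C57BL/6 14dpi replicate 2 (0.021). Oligodendrocytes at 14dpi (-0.044 to 0.085) changed sign without C57BL/6 14dpi replicate 1 or 3 (-0.012, -0.0063) or BALB/c naïve replicate 1 (-0.032) or BALB/c 14dpi replicate 3 (-0.044). Astrocytes at 14dpi (-0.29 to -0.12) gained a call without C57BL/6 naïve replicate 2 (-0.29) or C57BL/6 14dpi replicate 2 (-0.29). Neurons at 14dpi (-0.20 to 0.0068) changed sign without C57BL/6 naïve replicate 1 (0.0068). Endothelium at 14dpi (-0.25 to -0.068) gained a call without C57BL/6 naïve replicate 1 (-0.24) or C57BL/6 14dpi replicate 1 (-0.25). Interferon response at 14dpi (0.14 to 0.41) gained a call without C57BL/6 naïve replicate 2 (0.41). T cells at 28dpi (-0.92 to -0.40) lost the call without C57BL/6 naïve replicate 2 or 3 (-0.40, -0.48) or C57BL/6 28dpi replicate 2 or 3 (-0.52, -0.55) or BALB/c naïve replicate 1 or 3 (-0.59, -0.55) or BALB/c 28dpi replicate 2 (-0.53). CD8 T cells at 28dpi (-0.69 to 0.17) changed sign without C57BL/6 naïve replicate 2 (0.17). Study microglia at 28dpi (-0.79 to -0.28) lost the call without C57BL/6 naïve replicate 2 or 3 (-0.28, -0.53) or C57BL/6 28dpi replicate 2 or 3 (-0.45, -0.53) or BALB/c naïve replicate 1 or 3 (-0.52, -0.48) or BALB/c 28dpi replicate 1 (-0.46). Homeostatic microglia at 28dpi (-0.12 to -0.025) gained a call without C57BL/6 naïve replicate 1 (-0.12) or C57BL/6 28dpi replicate 1 (-0.091). Oligodendrocytes at 28dpi (0.22 to 0.31) lost the call without BALB/c naïve replicate 1 (0.22). Neurons at 28dpi (-0.067 to 0.14) changed sign without C57BL/6 naïve replicate 2 or 3 (-0.067, -0.0053). CD8 T cells at 56dpi (-1.49 to -0.63) lost the call without C57BL/6 naïve replicate 2 or 3 (-0.63, -1.01) or C57BL/6 56dpi replicate 3 (-0.90) or BALB/c naïve replicate 2 or 3 (-1.06, -0.95) or BALB/c 56dpi replicate 1 or 3 (-0.93, -1.03). Homeostatic microglia at 56dpi (-0.18 to -0.046) lost the call without C57BL/6 56dpi replicate 1 (-0.062) or BALB/c naïve replicate 1 or 2 (-0.11, -0.10) or BALB/c 56dpi replicate 3 (-0.046). Neurons at 56dpi (0.26 to 0.49) lost the call without C57BL/6 naïve replicate 2 or 3 (0.29, 0.35) or C57BL/6 56dpi replicate 3 (0.26) or BALB/c 56dpi replicate 1 (0.32). The cause was not tested.

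Among 181 values of named genes, 13 lost a call when 1 replicate was left out. With their range over replicates left out, these were Slc17a6 (C57BL/6 14dpi against naïve, -0.39 to -0.27), Rnf8 (BALB/c 14dpi against naïve, -0.25 to -0.16), Cideb (BALB/c 28dpi against naïve, -0.61 to -0.27), Rnf8 (BALB/c 28dpi against naïve, -0.33 to -0.24), Fos (C57BL/6 28dpi against 14dpi, -1.47 to -1.29), Lcn2 (C57BL/6 28dpi against 14dpi, 1.13 to 1.77), Camk4 (C57BL/6 56dpi against 28dpi, -0.84 to -0.46), Arc (response difference at 28dpi, 0.93 to 1.54) and Irf4 (response difference at 28dpi, 0.91 to 1.35). The call was also lost for E2f1 (C57BL/6 56dpi against 28dpi) without 28dpi replicate 1 or 2 (-0.69, -0.89) or 56dpi replicate 2 or 3 (-0.64, -0.91). It was lost for Ccl5 (response difference at 14dpi) without C57BL/6 naïve replicate 1 (0.86) or C57BL/6 14dpi replicate 2 (0.91) or BALB/c naïve replicate 1 or 2 (0.98, 1.06) or BALB/c 14dpi replicate 2 (1.09). It was lost for C4a (response difference at 14dpi) without C57BL/6 naïve replicate 2 (-0.40) or C57BL/6 14dpi replicate 1 or 2 (-0.43, -0.40) or BALB/c naïve replicate 2 (-0.34) or BALB/c 14dpi replicate 1, 2 or 3 (-0.43, -0.46, -0.47). It was lost for Siglecf (response difference at 56dpi) without C57BL/6 naïve replicate 1 or 3 (0.59, 0.96) or C57BL/6 56dpi replicate 1, 2 or 3 (1.02, 1.00, 0.91) or BALB/c naïve replicate 1 or 3 (0.83, 0.96) or BALB/c 56dpi replicate 1 or 2 (0.86, 0.99). The correlation of responses ranged from 0.927 to 0.961, 0.932 to 0.938 and 0.899 to 0.912 (Pearson at 14, 28 and 56dpi).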

Other observations

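The tests on the levels of the strains, on Mpeg1, on probes that read 1 strain and on the scale and single samples of naïve C57BL/6 mice were chosen after the results were seen, as was the look at Gusb in BALB/c by time point, and those on Gusb in C57BL/6, the spread of naïve C57BL/6 mice at high signal and Arc with Fos were chosen earlier.

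Most genes called between the strains were lower in BALB/c, at naïve (259 of 380) and at 56dpi (404 of 525). In naïve mice the share lower was 28.5% with background subtracted and 52.9% with 1 housekeeping set, so the higher background in C57BL/6 and the separate normalisation could each account for the direction. At 56dpi these shares were 70.2% and 69.9%, which argues against either as the whole cause. With equal medians the share was 43.5%, and the overall scale cannot be told apart from a true rise of many panel genes in C57BL/6. A difference between the strains stays untested as a biological cause, beside a batch for each strain.

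Mpeg1 lay near background in BALB/c. At 14dpi it differed by -5.59 log2 between the strains, while the other 24 myeloid genes of the lists differed by a mean of -0.16 (SD 0.51, lowest -1.38), which argues against fewer myeloid cells as the cause. Mpeg1 and Pttg1 in BALB/c and Rnf8 in C57BL/6 were among 7 genes under the highest background level of all samples in every mouse of 1 strain and above it in every mouse of the other. The other 4, Bag3, Kdm1b, Kdm2b and Setd1a, exceeded the background of their own sample in all mice of both strains and were named after their values were seen. Pttg1 exceeded the background of its own sample in 9 of 12 BALB/c mice and Mpeg1 in 3, so Pttg1 was not wholly absent. A strain variant under the probe and a lower level of the transcript cannot be told apart, because probe sequences and the strains' genomes were not analysed here.

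Gusb, a housekeeping gene, was looked at after its values were seen. It rose by 0.96, 0.95 and 1.40 log2 in C57BL/6 and 0.93, 0.62 and 0.46 in BALB/c at 14, 28 and 56dpi. Over 4 other scalings its smallest rise was 0.30 in C57BL/6 and 0.34 in BALB/c at 14dpi, called in each, which argues against the scaling as the whole cause there. At 28 and 56dpi in BALB/c the smallest was 0.082, not called, and a rise of Gusb there cannot be told apart from the scaling. A set of housekeeping genes that holds Gusb may therefore understate rises in C57BL/6 and, at 14dpi, in BALB/c.

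Naïve C57BL/6 mice differed more from each other than other groups. Over 157 genes of high signal the median SD was 0.204 log2, 1.47 times that of the widest infected C57BL/6 group. Scaled by the median of other genes of high signal it was at most 0.728 times that, and without naïve replicate 1 it was 0.848 times that of the widest pair of infected mice. Equal medians widened it to 0.351 log2, but their median lies near background and decides nothing. A scale factor, most of all that of replicate 1, could therefore account for the spread. Low depth of this sample as its source cannot be told apart from other sources, because depth can act through the scale. No biological explanation was tested.

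Arc and Fos fell from 14 to 28dpi in C57BL/6. Over deviations from group means in all 24 mice they correlated at r = 0.712 (permutation p 0.0114, adjusted over 6 pairs 0.0343; Spearman's rho 0.695, permutation p 0.0091), 0.621 without the 2 farthest mice, 0.611 within C57BL/6 and 0.812 within BALB/c. Fos and Egr1 correlated at 0.858 (adjusted permutation p 0.00018) and Arc and Egr1 at 0.595 (0.0495), while Jun correlated with none of the 3 (smallest adjusted permutation p 0.329). A candidate explanation for the fall is the activity or handling of single animals before sampling. It cannot be told apart from an effect of the time point, since 3 mice per group leave both open.

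In C57BL/6 Cd74 was 111-fold over naïve at 14dpi, 222-fold at 28dpi and 398-fold at 56dpi (6.80, 7.79 and 8.64 log2). On the linear scale these are higher than the values quoted from the study above, while on the log2 scale they lie nearer to them. The study's text does not name the scale of the quoted values.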
